A study of Mus musculus with 18 samples. Its data were reported in "Single-cell multi-omics profiling links dynamic DNA methylation to cell fate decisions during mouse early organogenesis" (2022).

How the data were processed

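Single-cell transcriptomes were measured in 18 libraries, each made from a single mouse embryo collected at E8.5 with the 10x Genomics 3' v3 chemistry. The deposited files hold, for each library, a list of cell barcodes, a list of genes and a matrix of counts, 54 files in all. The values in the matrices are counts: the authors assigned sequencing reads to genes with Cell Ranger, collapsed them by unique molecular identifier (UMI) and deposited the raw UMI counts of the barcodes that Cell Ranger called as cells, with no normalisation. Per the file headers, Cell Ranger 3.1.0 made 17 of the matrices and Cell Ranger 5.0.0 made the matrix of Dnmt3b KO 12, whereas the methods of the study name a single version. WT 1, Dnmt3a KO 1, Dnmt3a KO 13 and Dnmt3b KO 11 had been counted on a combined human and mouse reference and the other 14 libraries on mouse mm10 alone. The same 31053 mouse genes were present in every file and were used throughout. Coordinates and sequence composition came from GENCODE mouse annotation on the same build, mm10, in which 30934 of the 31053 gene identifiers were found. Gene names are those of the files.

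Groups followed the labels: 7 wild-type (WT), 3 Dnmt1 KO, 4 Dnmt3a KO and 4 Dnmt3b KO embryos. Samples are named by group and by the replicate number of the label. Cells were kept with at least 1500 UMIs, at most 30% of counts from mitochondrial genes and at most 35% from ribosomal protein genes. Doublets were scored with Scrublet (in scanpy 1.11.5, Python 3.11.15) and removed at an assumed rate of 0.8% per 1000 cells. Sex was read from the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, with an embryo above 10 CPM (counts of a gene or set of genes scaled to 1000000 counts in the library) taken as male.

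Cell classes were rebuilt from the counts, because the mapping to an embryo atlas made by the study was not used here. Up to 1500 cells per embryo were drawn as reference cells, scaled to 10000 counts per cell and log-transformed. The 2500 most variable genes gave 50 principal components, a graph of shared nearest neighbours (30 neighbours) and Leiden clusters at resolution 2 (leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Genes of every list tested below except housekeeping genes were kept out of the clustering, along with all other Hox genes, mitochondrial, ribosomal protein and Y-linked genes, Xist and Tsix. A cluster was named after the class whose marker genes scored highest, if the score reached 1.0 and led the next class by 0.1, if at least 3 markers were seen in 10% of the cells at 1.5 times their mean in the other clusters, and if its 10 leading genes did not hold more markers of another class. Every kept cell then took the class most frequent among its 30 nearest reference cells. The marker lists were written before the data were examined. The naming thresholds, and the merging of closely related lists into one class, were chosen after the cluster scores had been seen, so the share of unnamed cells is given for each group.

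Counts were summed over the kept cells of each embryo, for the whole embryo and for each class with at least 25 cells, and the embryo was the unit of replication. Each KO group was compared with WT in one model over the 4 groups with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), after its filter on low counts and TMM scaling. At least 3 embryos per group were needed. Log2 fold changes are KO minus WT, standard errors (SE) were taken from the fold change and the test statistic, and p-values were adjusted by the Benjamini-Hochberg method over the genes of a fit. A gene was called at an adjusted p under 1% and a log2 fold change of at least 1 in either direction. A called pair is a gene called in a class. Gene lists fixed before the data were examined were tested in each class with fry (limma 3.58.1): posterior Hox genes (4), primed pluripotency genes (5), extraembryonic (ExE) marker genes (6), imprinted genes (50, tested for change in either direction), germline genes (31) and housekeeping genes (20), with p-values adjusted over all lists, classes and KO groups and called under 0.05. The first 3 of these lists hold genes that the study named from these and related embryos, so they are not independent evidence. CPM values are given as mean ± SD over embryos.

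The share of each class among the kept cells of an embryo was compared on the log2 scale, with 0.5 cells added, by an exact two-sided permutation test over all splits of the embryos, adjusted over the 18 classes. Intervals on the share in a single library are 95% Clopper-Pearson intervals, and a class with 0 cells was given the limit that 3 cells would set. These intervals and limits cover counting error only.

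The genes named were chosen by a rule set before the data were examined: the 3 targeted genes, the members of the posterior Hox, primed pluripotency and ExE marker lists, and for each KO group the 5 higher and 5 lower genes called in the most classes in the same direction, ties going to the larger median change, without Y-linked genes and Xist. Not every gene chosen by this rule is described. Other genes are named only where the text says they were chosen after their values were seen.

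Dnmt3b KO 1 and Dnmt3b KO 2 shared most of their cell barcodes. Both stayed in the comparisons, which had been fixed by then, and the Dnmt3b KO counts of whole-embryo genes and of called pairs are given again with the pair merged into 1 library. The overlaps between KO groups take the libraries as 2. Means of the Dnmt3b KO group count the merged pair once (n = 3). Unless the pair is said to be merged, fold changes, SE and p-values of Dnmt3b KO take the libraries as 2.

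The calls were tested on simulated data: 200 genes were changed by 2 on the log2 scale in 8 simulated sets of embryos with the observed depths and dispersions. Over the whole embryo, 86.1%, 90.8% and 89.6% of the changed genes were recovered for groups the size of Dnmt1, Dnmt3a and Dnmt3b KO, with 6, 1 and 4 calls among 141882 tests of unchanged genes. Shifted lists were called in 8 of 8 simulations for each group, over the whole embryo and in endothelium. Lists left unshifted had a p under 0.05 in 0, 4 and 0 of 40 tests over the whole embryo and in 0, 5 and 5 of 40 in endothelium. For the share test, the classes with the smallest spread in WT were lowered by 3 on the log2 scale. When 6 classes were lowered together, the share test called 120 of 120 in each group, but with 1 class lowered it called 0, 1 and 1 of 20, since a single class could not reach an adjusted p under 0.15 in the Dnmt1 KO comparison or under 0.0545 in the others. Smaller changes and changes in more variable classes were not simulated, so these counts do not give the power for them.

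Alternatives fixed before the data were examined were DESeq2 1.42.0, RLE scaling, no low-count filter, other thresholds, sums thinned to the smallest library, fits of 2 groups alone, a covariate for the Y-linked share, the replicate number as a block, leaving out each embryo in turn, no doublet removal, at least 3000 UMIs, at most 10% mitochondrial counts, resolutions 1 and 3, clusters from WT cells alone, list genes kept in the clustering, at least 10 or 50 cells per class, other list tests and other share tests. A covariate for the kind of reference, counts of autosomal genes alone, 2 treatments of the shared barcodes and 2 treatments of the unnamed clusters, given to their best-scoring or second-scoring class, were chosen after seeing the data. Counts on human genes were left out of every comparison. The sequencing reads, and embryos of the study that were deposited elsewhere, were not analysed here.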

Results

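The study followed mouse embryos that lack one of the DNA methyltransferases. Dnmt1 copies methylation onto newly replicated DNA, and Dnmt3a and Dnmt3b add methylation to unmethylated DNA. Whole single embryos were dissociated at E8.5, when the germ layers are giving rise to the first organs, and transcripts were counted in single cells. The data comprise 7 WT, 3 Dnmt1 KO, 4 Dnmt3a KO and 4 Dnmt3b KO embryos, with 1 library per embryo. The files hold 162336 cell barcodes, of which 117886 passed the filters. After 10752 barcodes were removed as doublets, 107134 cells were kept: 33581 in WT, 6983 in Dnmt1 KO, 33200 in Dnmt3a KO and 33370 in Dnmt3b KO. Kept cells per library ranged from 1351 (WT 5) to 12408 (Dnmt3a KO 2). Summed UMIs of the kept cells ranged from 35727424 to 215548719 in WT, from 75505404 to 130839479 in Dnmt1 KO, from 166049111 to 223950477 in Dnmt3a KO and from 129691912 to 216300124 in Dnmt3b KO. Median UMIs per kept cell lay between 4560 and 59723 across libraries, and median detected genes between 1746 and 6713.

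Sex was not balanced between the groups. All 3 Dnmt1 KO, all 4 Dnmt3a KO and 3 of 4 Dnmt3b KO embryos were male by their Y-linked counts, whereas 6 of 7 WT embryos were female and only WT 2 was male. Counts with a covariate for the Y-linked share are therefore given beside the pooled ones. WT 1, Dnmt3a KO 1, Dnmt3a KO 13 and Dnmt3b KO 11 had been counted on a combined human and mouse reference, and a covariate for this batch was treated likewise. Dnmt3b KO 1 and Dnmt3b KO 2 shared 12249 barcodes, which is 86.5% of the first library and 79.3% of the second, whereas no other of the 153 pairs of libraries shared more than 133. These libraries were therefore not independent embryos in the counts, and counts of called genes and pairs with the pair merged are given for the Dnmt3b KO comparison.

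The reference cells formed 50 clusters, of which 43 were named after 18 classes. The 7 unnamed clusters held 2 whose leading genes marked another class, 3 in which a pair of classes scored alike, 1 of shallow cells and 1 with under 3 detected markers. Unnamed cells made up 11.6% ± 2.98 (SD, n = 7) of the kept cells in WT, 22.6% ± 10.9 (n = 3) in Dnmt1 KO, 12.04% ± 1.60 (n = 4) in Dnmt3a KO and 16.4% ± 4.29 (n = 3) in Dnmt3b KO. In 5 clusters, 4 of them named, over 90% of the cells came from Dnmt1 KO embryos. Enough embryos for a test were available in 7 classes for Dnmt1 KO and in 16 classes for Dnmt3a KO and Dnmt3b KO.

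The first comparison asks whether each line showed a lower transcript level of the gene it was made to disrupt. Dnmt1 (ENSMUSG00000004099, mm10 chromosome 9, 20907209 to 20959888, minus strand, protein-coding) stood at 103 ± 10.7 CPM in WT (n = 7) and at 15.2 ± 0.399 CPM in Dnmt1 KO (n = 3), a log2 fold change of -2.69 (SE 0.12, adjusted p 4.9e-11). All 3 Dnmt1 KO embryos lay below every WT embryo, and the gene was called lower in 7 of 7 classes. The Y-linked covariate moved this value most, to -2.78, and the call held under every alternative tried. Dnmt3a (ENSMUSG00000020661, chromosome 12, 3806007 to 3914443, plus strand, protein-coding) stood at 29.7 ± 3.97 CPM in WT (n = 7) and 9.30 ± 1.83 CPM in Dnmt3a KO (n = 4), a log2 fold change of -1.69 (SE 0.27, adjusted p 0.00346). All 4 Dnmt3a KO embryos lay below every WT embryo and the gene was called lower in 7 of 16 classes. Without Dnmt3a KO 1, 2, 13 or 14 the adjusted p was 0.0169, 0.017, 0.0277 or 0.0128, and with the reference covariate it was 0.0108, so each of these fits lost the call while the direction held. Dnmt3b (ENSMUSG00000027478, chromosome 2, 153649450 to 153687730, plus strand, protein-coding) stood at 62.1 ± 17.8 CPM in WT (n = 7) and 62.9 ± 5.69 CPM in Dnmt3b KO (n = 3), with a log2 fold change of -0.03 (SE 0.16, adjusted p 0.953) and no call in 16 classes. Its transcript level therefore does not distinguish Dnmt3b KO from WT embryos in these counts. The Dnmt3a level was also low in the libraries labelled Dnmt3b KO 11 (15.01 CPM) and Dnmt3b KO 12 (7.58 CPM), compared with 32.0 CPM in Dnmt3b KO 1 and 31.7 CPM in Dnmt3b KO 2.

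**Figure D1:**
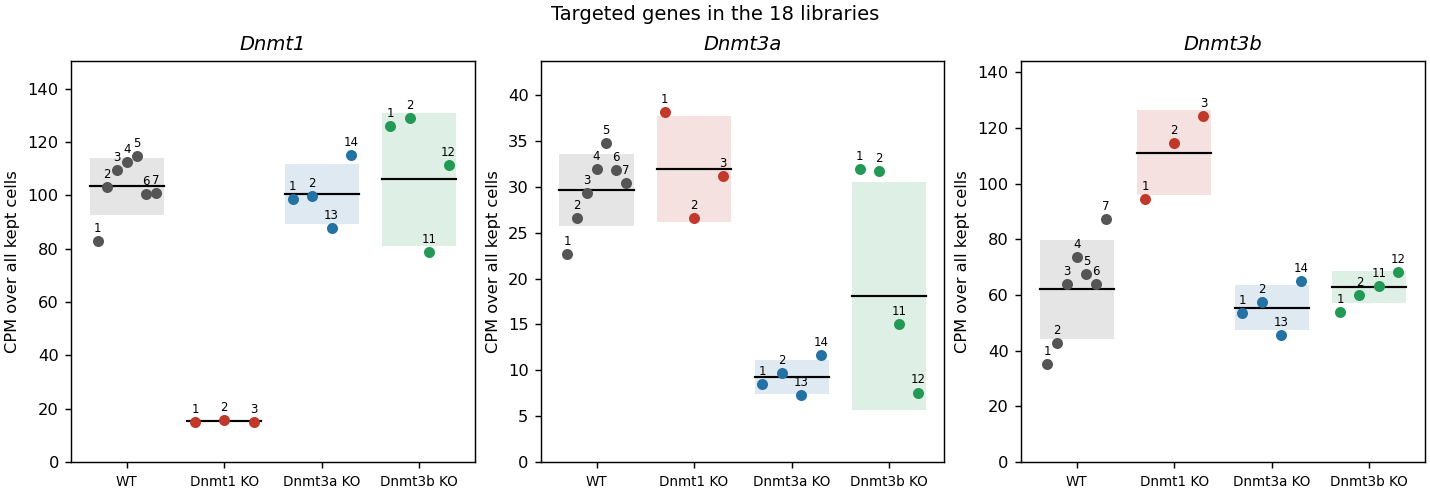
CPM of Dnmt1, Dnmt3a and Dnmt3b in each library (points numbered by replicate), with the mean of each group as a line and 1 SD on either side as a band; the Dnmt3b KO mean takes replicates 1 and 2 as 1 library. Dnmt1 lies at 14.9 to 15.7 CPM in the Dnmt1 KO libraries, and Dnmt3a is low both in the Dnmt3a KO libraries and in the libraries labelled Dnmt3b KO 11 and 12.

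The second comparison asks how many genes changed in each mutant over the whole embryo, in which 18679 genes were tested. Sums over the whole embryo join the level per cell with the share of each class, so a call can reflect either. For example, ExE ectoderm made up 13.8% of kept cells in Dnmt1 KO against 0.25% in WT, and neural crest 0% against 1.75%. The study also placed its Dnmt1 mutant embryos closest to E8.0 reference embryos, and stage was not tested here. In Dnmt1 KO, 2653 genes were called, 1513 higher and 1140 lower, of which 2472 were autosomal. Thinning every library to the smallest moved the set most among the fits of all embryos, with 1724 of these genes still called, and 1801 were still called with the Y-linked covariate. Leaving out any 1 library left the fewest calls without Dnmt1 KO 2, 1235 higher and 667 lower. In Dnmt3a KO, 44 genes were called, 42 higher and 2 lower, and 42 were autosomal. DESeq2 called 115 genes in this comparison, including 43 of the 44. With the Y-linked covariate 87 genes were called, of which 24 were among the 44, and with the reference covariate 32 of the 44 were still called. Single libraries decided this count: it was 22 without Dnmt3a KO 13, 24 without Dnmt3a KO 2, 28 without WT 6, 66 without WT 2 and 84 without Dnmt3b KO 12, which enters through the shared dispersion. In Dnmt3b KO, 326 genes were called, 318 higher and 8 lower, and 273 were autosomal. With Dnmt3b KO 1 and 2 merged the count was 335, and 303 genes were in both sets. The Y-linked covariate left 289 and the reference covariate 302 of the 326 called, whereas the count was 212 without Dnmt3b KO 12 and 180 after thinning.

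Calls by class followed the same order. In Dnmt1 KO there were 7120 called pairs of gene and class over 7 classes, 4156 higher and 2964 lower, from 611 in immune cells to 1270 in erythroid cells. Higher calls outnumbered lower ones in 6 of the 7 classes, endothelium being the exception with 432 higher and 569 lower. The pairs comprised 4273 genes, of which 2746 were called in 1 class only and 291 were called higher in one class and lower in another. The number of pairs was 4009 after thinning, 4504 over the 4 classes left with at least 50 cells per embryo and 9360 with no low-count filter. In Dnmt3a KO there were 228 pairs over 16 classes, 197 of them higher, comprising 132 genes. ExE endoderm held 90 pairs and immune cells held 0 by edgeR, where 256 genes had an unadjusted p under 0.05 and DESeq2 called 1 gene. This number depended on the libraries and on the test: it was 103 without Dnmt3a KO 13, 139 without Dnmt3a KO 14, 379 without WT 2, 124 without WT 3, 463 without Dnmt3b KO 12, 58 after thinning and 543 with DESeq2. In Dnmt3b KO there were 1317 pairs over 16 classes, 1226 of them higher, comprising 440 genes, and 1303 pairs over 14 classes with Dnmt3b KO 1 and 2 merged. ExE endoderm held 208 pairs and immune cells 4. Of the autosomal pairs, 64.9%, 52.6% and 78.4% were still called with the Y-linked covariate in Dnmt1, Dnmt3a and Dnmt3b KO.

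**Figure D2:**
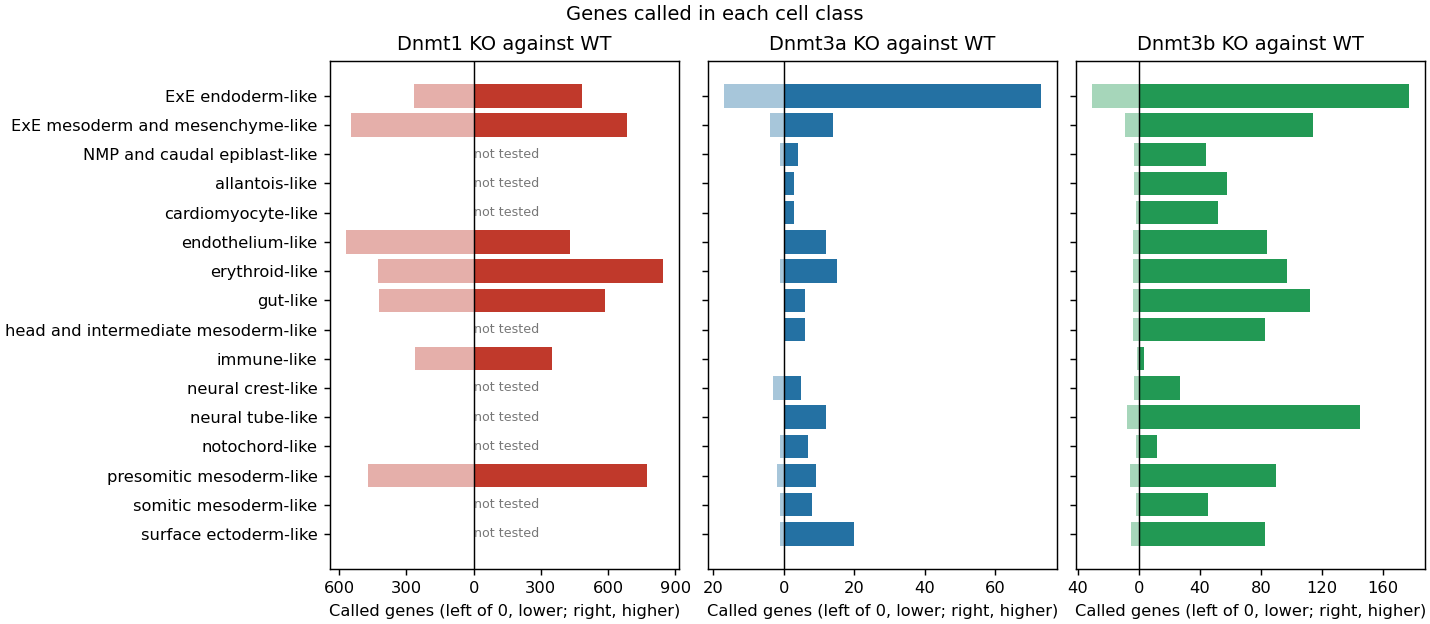
Number of genes called higher (bars to the right) and lower (pale bars to the left) in each class, for Dnmt1 KO, Dnmt3a KO and Dnmt3b KO against WT, with a separate scale in each panel. Classes with too few embryos are marked as not tested, and most calls are higher in each mutant apart from endothelium in Dnmt1 KO.

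The mutants were then compared with each other through genes called over the whole embryo. Dnmt1 KO and Dnmt3b KO shared 273 called genes, 270 of them changed in the same direction. Dnmt1 KO and Dnmt3a KO shared 35 genes (34 in the same direction), and Dnmt3a KO and Dnmt3b KO shared 35 (35 in the same direction). Lists of these sizes drawn independently would share 46.3, 6.25 and 0.768 genes in the same order. Unchanged groups simulated against the same WT embryos shared at most 0 called genes in 10 simulations, but such groups yield few calls to share. Of the shared genes, 220, 34 and 34 were autosomal, and with the Y-linked covariate in the fit 408, 80 and 80 genes were called in both groups. Across genes, which are not independent replicates, the log2 fold changes of Dnmt1 KO and Dnmt3b KO were correlated at r = 0.587, and those of Dnmt3a KO and Dnmt3b KO at r = 0.645, against 0.314 and 0.368 on average for the simulated groups. For Dnmt1 KO and Dnmt3a KO, r was 0.340, within the simulated range of 0.309 to 0.346. Over autosomal genes alone the correlations were 0.521, 0.638 and 0.289 in the same order. With the Y-linked covariate these autosomal correlations were 0.692, 0.843 and 0.645, but the simulated values above are not a reference for that fit. The simulated groups share the WT embryos but not the sex that the KO groups have in common, so they set no reference for that part. Dnmt3a was also low in the libraries labelled Dnmt3b KO 11 and Dnmt3b KO 12, for which a Dnmt3a-mutant chromosome is a candidate explanation (see the other observations). The genes shared by Dnmt3a KO and Dnmt3b KO, and the correlation of their fold changes, may therefore reflect Dnmt3a in part. The overlap was not counted without these libraries, so it does not show that loss of Dnmt3b alone changes the same genes.

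Among the genes called in the most classes in Dnmt1 KO, 5 were higher in 7 of 7 classes by edgeR and above every WT embryo in 3 of 3 embryos. Rhox13 (ENSMUSG00000050197, chromosome X, 38121219 to 38129967) rose from 0.00266 CPM in WT (n = 7) to 21.9 ± 2.99 CPM (n = 3), Serpinb1c from 0.00159 to 24.02 ± 13.4 CPM, 1700018B24Rik from 0.0167 to 16.2 ± 2.96 CPM, Tex13b from 0.0328 to 24.5 ± 2.58 CPM and AC159200.1 from 0.0151 to 18.1 ± 5.72 CPM. DESeq2 called Rhox13 in 6, Serpinb1c in 7, 1700018B24Rik in 1, Tex13b in 4 and AC159200.1 in 6 of the 7 classes. No fold change is given for these genes, because their WT levels rest on a few UMIs and a fitted fold would depend on the prior count. The lower genes called in the most classes, beside Dnmt1 itself, were Grb10, Samd1, Mbd2 and Csnk2a2, each lower in 7 of 7 classes and in 3 of 3 embryos. Grb10 (ENSMUSG00000020176, chromosome 11, 11930508 to 12038683, minus strand) fell from 181 ± 33.5 CPM (n = 7) to 1.91 ± 0.835 CPM (n = 3), a log2 fold change of -6.51 (SE 0.28, adjusted p 2.3e-11). The log2 fold changes of Samd1, Mbd2 and Csnk2a2 were -1.78 (SE 0.29), -1.33 (SE 0.19) and -1.61 (SE 0.25). These 3 genes were also low in WT 5, at 17.0, 23.7 and 48.1 CPM, where the lowest of the other WT embryos held 47.1, 39.6 and 124 CPM.

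In Dnmt3a KO, the higher genes called in the most classes were Slc25a31, Stk31, Xlr4b, Xlr3b and Tex15. Slc25a31 rose from 1.00 ± 0.288 CPM (n = 7) to 5.82 ± 1.68 CPM (n = 4), a log2 fold change of 2.54 (SE 0.29, adjusted p 0.000241), and was called in 11 of 16 classes. Stk31 rose by 3.03 on the log2 scale (SE 0.29, adjusted p 3.4e-05) and was called in 10 of 12 classes. Tex15 rose by 1.11 (SE 0.18, adjusted p 0.00462) and lost its call when any 1 Dnmt3a KO embryo was left out. Xlr3b and Xlr4b were each called in 7 classes but not over the whole embryo, and counts of these near-identical neighbours on chromosome X may be split between copies. Of the lower genes beside Dnmt3a, Gstm6 fell by 2.78 on the log2 scale (SE 0.42, adjusted p 0.00232) and was called in 2 of 11 classes. Tsix was called lower in 3 classes and 2410018L13Rik in 1 class, and neither was called over the whole embryo. DESeq2 called Slc25a31 in 14, Stk31 in 12, Xlr4b in 10, Xlr3b in 10, Tex15 in 8, Gstm6 in 9, Tsix in 8 and 2410018L13Rik in 3 classes. Tsix lies antisense to Xist, its counts overlap those of Xist, and its change took the opposite sign (0.14) with the Y-linked covariate.

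In Dnmt3b KO, Rpl39l was called higher in 16 of 16 classes and rose from 2.06 ± 0.711 CPM (n = 7) to 69.7 ± 44.3 CPM (n = 3), a log2 fold change of 4.83 (SE 0.36, adjusted p 1.2e-07). As a close copy of a widely transcribed ribosomal protein gene, Rpl39l may receive some reads of that gene, which was not tested. The WT level of 2.06 CPM would hold such reads too. This argues against them as the main source of the rise, if that gene itself did not change. Slc25a31 (log2 fold change 4.45), Ddx4 (2.77), Hormad1 (5.51) and Sycp1 (5.58) were called higher in 15 of 16, 15 of 15, 14 of 15 and 14 of 15 classes, and each lay above every WT embryo in 4 of 4 libraries. Among the lower genes, Ahcy (chromosome 2, 155059310 to 155074497) fell from 20.9 ± 2.61 CPM (n = 7) to 7.43 ± 0.723 CPM (n = 3), a log2 fold change of -1.52 (SE 0.12, adjusted p 2.3e-07), and was called in 15 of 15 classes. Gm14226 (chromosome 2, 155018266 to 155027104) fell from 12.9 ± 3.02 to 0.065 ± 0.0209 CPM, a log2 fold change of -7.70 (SE 0.50, adjusted p 9.2e-08), and was called in 6 of 10 classes. Both genes lie within 5 Mb of Dnmt3b. Lgals1, Wfdc2 and Celsr2 were called lower in 3 classes each and were not called over the whole embryo. The means above count Dnmt3b KO 1 and 2 once (n = 3). The fold changes, SE, p-values and the count of 4 libraries take them as separate, so these p-values may be too small.

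Germline genes were tested as a list, since DNA methylation is known to keep many of them silent outside germ cells. The list was called higher in 7 of 7 classes in Dnmt1 KO, in 15 of 16 in Dnmt3a KO and in 16 of 16 in Dnmt3b KO. Over the whole embryo, 29, 7 and 28 of its 31 genes were called higher in Dnmt1, Dnmt3a and Dnmt3b KO, and 29, 20 and 30 were called when adjusted over the list alone. The median log2 fold changes were 4.50, 1.95 and 3.84, fitted values that depend on the prior count where WT levels are near 0. With at least 50 cells per class only 4 classes could be tested in Dnmt1 KO, and the list was called higher in these 4. In single libraries, with 0.5 added to every CPM before the logarithm, the median of the list above the WT mean was 3.24, 2.90 and 2.68 on the log2 scale in Dnmt1 KO 1, 2 and 3, and between 0.23 and 0.77 in Dnmt3a KO. The Dnmt3b KO libraries stood at 1.81 (1), 1.87 (2), 2.03 (11) and 3.13 (12), and the WT libraries between -0.09 and 0.10. The added 0.5 shrinks differences at low levels, so these values are smaller than the fitted fold changes. The housekeeping list was called in 1 class in Dnmt1 KO (erythroid, lower, adjusted p 0.0202) and in 0 classes in Dnmt3a KO and Dnmt3b KO.

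**Figure D3:**
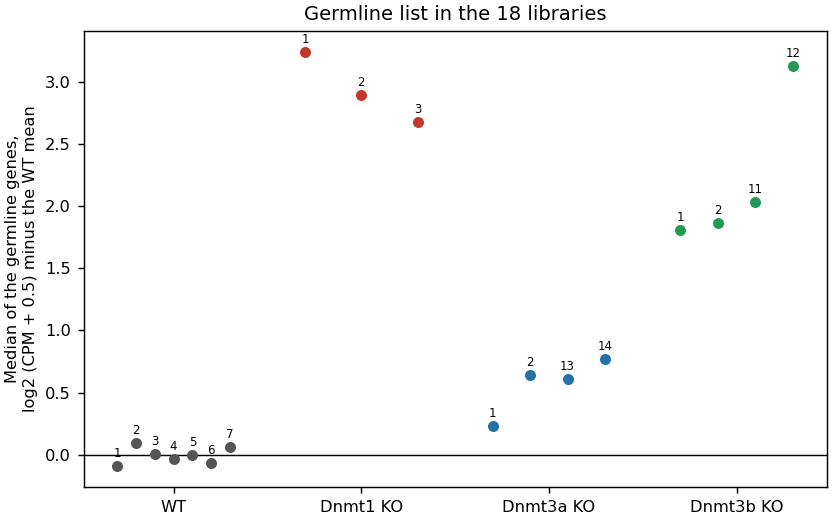
Median over the 31 germline genes of log2 (CPM plus 0.5) minus the WT mean of the same, one point per library. Dnmt1 KO libraries lie between 2.68 and 3.24, Dnmt3b KO libraries between 1.81 and 3.13, Dnmt3a KO libraries between 0.23 and 0.77, and WT libraries between -0.09 and 0.10.

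The study had named posterior Hox, primed pluripotency and ExE marker genes from embryos that include these, so their tests are not independent evidence. The 4 posterior Hox genes were called lower in 3 of 6 classes in Dnmt1 KO, and 4 of 4 were called lower over the whole embryo (4 when adjusted over the list alone): Hoxa9 by -4.30 (log2 fold change), Hoxc8 by -3.32, Hoxb9 by -2.77 and Hoxc9 by -2.36. In Dnmt3a KO the list was called higher in 1 of 14 classes, in Dnmt3b KO higher in 1 and lower in 1, and 0 genes were called over the whole embryo by edgeR in either (0 when adjusted over the list alone). Primed pluripotency genes were called higher in 5 of 6 classes in Dnmt1 KO, and 4 of 5 were called over the whole embryo (4 over the list alone): Utf1 (log2 fold change 4.22), Slc7a3 (1.89), Fgf5 (1.79) and Pim2 (1.40). Utf1 headed the leading genes of the ExE ectoderm cluster, in which 95.3% of the cells came from Dnmt1 KO embryos. Its whole-embryo level of 37.35 ± 30.62 CPM in Dnmt1 KO (n = 3) may therefore reflect in part the higher share of that class. The call of Pim2 rested on an adjusted p of 0.009995, and Pou5f1 (1.82, adjusted p 0.0707) was not called, although it was called higher in 4 of 6 classes. In single classes Slc7a3 was called higher in 3 of 5, Pim2 in 3 of 6, Utf1 in 1 of 3 and Fgf5 in 1 of 1 by edgeR, whereas DESeq2 called these 4 genes in 3, 3, 0 and 1 classes and Pou5f1 in 4. This list was called in 0 of 13 classes in Dnmt3a KO and in Dnmt3b KO, where its medians over the whole embryo were -0.99 and -0.66.

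The ExE marker list was called higher in 6 and lower in 1 of 7 classes in Dnmt1 KO, higher in 2 of 16 in Dnmt3a KO and higher in 12 of 16 in Dnmt3b KO. In Dnmt1 KO, 4 of the 6 genes were called over the whole embryo (4 over the list alone), Ascl2 by 4.32, Trap1a by 1.75, Rhox5 by 1.67 and Xlr3a by 1.33 on the log2 scale, whereas Krt8 (0.52) and Apoe (0.92) were not. In single classes Trap1a was called higher in 6 of 7, Rhox5 in 5 of 7, Xlr3a in 5 of 6, Apoe in 4 of 7 and Krt8 in 3 of 7 by edgeR, whereas DESeq2 called them in 3, 1, 5, 4 and 3 classes. Ascl2 was called in 0 of 5 classes by edgeR and by DESeq2, with 0 at an unadjusted p under 0.05. It stood at 4.63, 59.6 and 6.52 CPM in Dnmt1 KO 1, 2 and 3, in which ExE ectoderm made up 5.61%, 31.3% and 4.36% of the kept cells. In Dnmt3b KO, 0 were called over the whole embryo and 1 when adjusted over the list alone. In its single classes Xlr3a made up 13 of the 19 called pairs of this list, being higher in 13 of 15 classes. Rhox5 and Trap1a were called higher in 3 of 15 classes each, and Krt8, Apoe and Ascl2 in 0. The calls of single genes there therefore rest largely on Xlr3a, which is X-linked. Rhox5 and Trap1a, called in Dnmt1 KO as well, are also X-linked, and the KO groups differ from WT in sex. In Dnmt3a KO the list had a median of 0.01 and a mean of -0.00, of opposite sign. Imprinted genes, tested for change in either direction, were called in 7 of 7, 5 of 16 and 7 of 16 classes. In Dnmt1 KO, 17 of 47 tested imprinted genes were called over the whole embryo, 8 higher and 9 lower (18 over the list alone), against 0 in Dnmt3a KO and Dnmt3b KO (0 over the list alone). In all, 90 of 222 list tests had an adjusted p under 0.05.

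The last comparison asks which cell classes differed in their share of the embryo. In Dnmt1 KO, 13 of 18 classes differed by exact two-sided permutation tests, 9 lower and 4 higher. Of these, 12 had the smallest p that the 120 splits can give, 0.00833, with an adjusted p of 0.0125, and neural tube had an adjusted p of 0.0231. The lower classes were allantois (difference of -3.92 on the log2 scale), cardiomyocyte (-5.92), gut (-1.72), head and intermediate mesoderm (-6.91), neural crest (-6.23), neural tube (-3.15), neuromesodermal progenitors and caudal epiblast (-3.71), somitic mesoderm (-5.77) and surface ectoderm (-5.09). Several of these differences depend on clusters that were left unnamed, one of which (592 reference cells, 93.4% from Dnmt1 KO) scored best as primordial germ cells and second as neuromesodermal progenitors and caudal epiblast. In a test chosen after seeing the data, the cells of unnamed clusters were given to the class that scored best, and the cardiomyocyte difference shrank to -1.02 (adjusted exact permutation p 0.0365). When they were given to the class that scored second, the difference of neuromesodermal progenitors and caudal epiblast was 0.57, of opposite sign and not called (adjusted exact permutation p 0.291), and head and intermediate mesoderm (-1.15, adjusted p 0.0923) lost its call. Neural crest had 0 cells in Dnmt1 KO 1, 2 and 3, which allows shares of up to 0.205%, 0.0992% and 0.12%. Neural tube cells made up 9.92% (95% interval 8.78 to 11.2) of Dnmt1 KO 3 but 0.616% (0.282 to 1.17) and 0.695% (0.43 to 1.06) of Dnmt1 KO 1 and 2. The 248 such cells of Dnmt1 KO 3 held 791414 of its 75505404 kept UMIs. Among the neural tube clusters, only a shallow one held Dnmt1 KO reference cells (21.6% of it), at a median of 0.309 times the library median in UMIs. The share in Dnmt1 KO 3 therefore rests on shallow cells, and their naming is uncertain. Higher shares were found for ExE ectoderm (13.8% ± 15.2, n = 3, against 0.25% ± 0.639, n = 7), ExE mesoderm and mesenchyme (13.8% ± 4.13 against 4.25% ± 0.703), immune cells (2.50% ± 1.13 against 0.453% ± 0.192) and presomitic mesoderm (9.69% ± 3.33 against 4.11% ± 1.37). Of these, presomitic mesoderm lost its call with unnamed clusters in the class that scored best (0.87 on the log2 scale, adjusted exact permutation p 0.0679), and ExE ectoderm with those clusters in the class that scored second (2.54, adjusted p 0.0545). Only 4 classes differed when clusters were built from WT cells alone, where the presomitic difference took the opposite sign (-1.19), as it did at resolution 1 (-5.81), and that of surface ectoderm was 0.12. In Dnmt3a KO and Dnmt3b KO, 0 classes differed by this test, with 2 classes each at an unadjusted p under 0.05. The smallest p belonged to ExE mesoderm and mesenchyme in Dnmt3b KO (0.64 on the log2 scale, exact permutation p 0.00303, adjusted p 0.0545), and a single changed class could not have reached a smaller adjusted p with 4 against 7 libraries. That test counts Dnmt3b KO 1 and 2 as separate embryos, and with the pair merged the smallest adjusted p for a single class is 0.15.

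**Figure D4:**
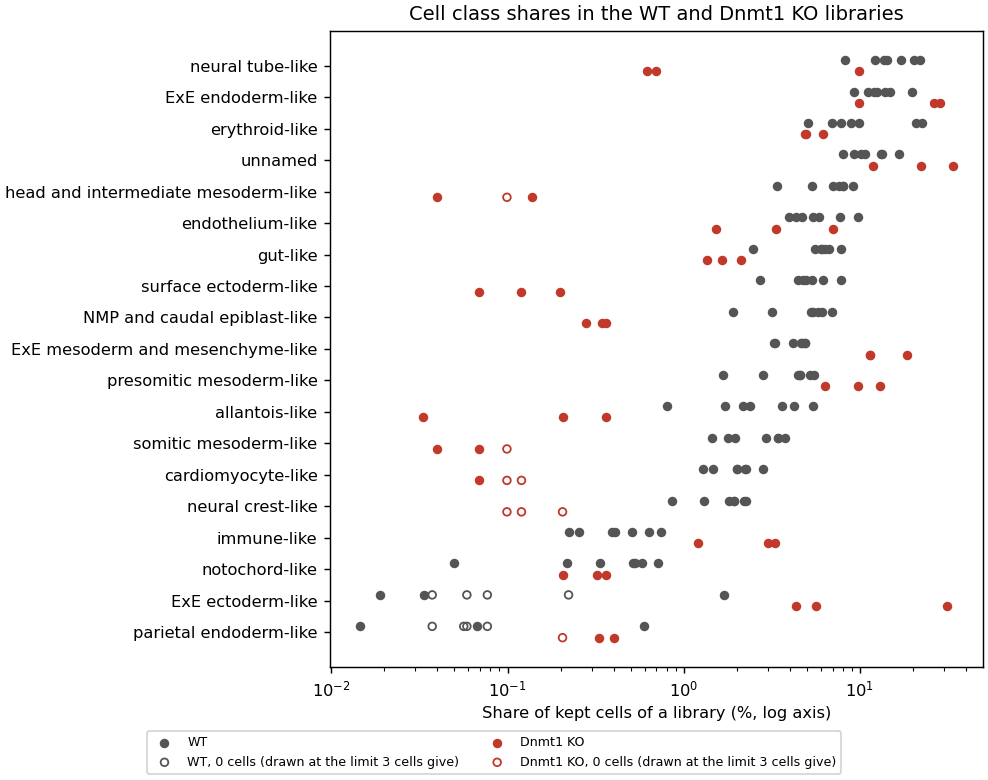
Percent of kept cells in each class for each WT and Dnmt1 KO library, on a log axis; open circles mark classes with 0 cells, drawn at the limit that 3 cells would give. Neural crest holds 0 cells in all 3 Dnmt1 KO libraries, and unnamed cells are shown as well.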

Values the study reported

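The study reported 51,811 cells from 17 wild-type embryos, 45,579 cells from 14 Dnmt3a mutant embryos, 55,237 cells from 12 Dnmt3b mutant embryos and 25,185 cells from 15 Dnmt1 mutant embryos, numbers that take in embryos deposited elsewhere.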

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

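Tests that were chosen only after the result was seen are all of those in this part except the pair of tests on the counts assigned to human genes. A library was singled out here when its gap to the nearest library of its group, divided by the whole range of the group, exceeded Dixon's 95% critical value for that number of libraries. This was done in WT and Dnmt3a KO alone, since Dnmt1 KO has 3 libraries and Dnmt3b KO 1 and 2 share their cells, which leaves 3 in Dnmt3b KO, and groups of 3 were not tested. Dnmt3b KO 12, the only female of the mutants, was therefore not singled out although its Y-linked counts were 0.01 CPM, against 90.8 to 105 CPM in the other Dnmt3b KO libraries. Of 120 groups of values tested in this way 19 had such a library, where about 1 in 20, that is 6, would be singled out by chance. Apart from the sex of WT 2 and a crossover in Dnmt3a KO 14, no biological explanation was tested for differences between embryos of the same group, since the labels give none.

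WT 5 held 35730000 kept UMIs, against 160700000 to 215500000 in the other WT libraries (gap over range 0.695). It had 1351 kept cells with a median of 23718 UMIs per cell, within the range of the other libraries, so a low number of cells is a candidate explanation. WT 2 stood apart in Y-linked counts (91.3 CPM against at most 0.15, gap over range 0.998) and in Xist (0.22 CPM against 507 to 622, gap over range 0.815). The value of 91.26 Y-linked CPM is consistent with a male embryo among females.

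Shares of cell classes stood apart in 4 libraries. ExE ectoderm made up 1.70% of WT 2 (117 of 6892 cells) and at most 0.0335% of the other WT libraries (gap over range 0.98). The gut share of WT 7 was 2.48%, against 5.57% to 7.77% (gap over range 0.584). Parietal endoderm made up 0.592% of WT 5 and at most 0.0669% of the other WT libraries (gap over range 0.887). Counting error is excluded for these by Fisher's exact test against the other libraries of the group (p 6.97e-78, 8.6e-20 and 9.96e-10 in the same order), which leaves open how much of each embryo and its membranes was dissected and dissociated, for which the files hold no measure. In Dnmt3a KO 2 parietal endoderm held 2 cells, and 0 in the other Dnmt3a KO libraries (gap over range 1), and Fisher's exact test (p 0.14) is in line with counting error.

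Utf1 and Ascl2 were high in WT 2, at 5.68 CPM (others 1.17 to 2.32, gap over range 0.746) and 3.62 CPM (others at most 1.48, gap over range 0.711). Pim2 was high in WT 7 (13.9 CPM against at most 6.32, gap over range 0.63) and Hoxc8 in Dnmt3a KO 14 (88.9 CPM against 40.4 to 47.8, gap over range 0.847). When every library was given the same class shares, the gap over range of these genes was 0 for Utf1, 0 for Ascl2, 0.498 for Pim2 and 0.65 for Hoxc8, each under the critical value, so a different mix of cell classes is a candidate explanation for each. The same re-weighting left the other genes beyond the critical value, which argues against the class mix as their whole cause: Fgf5 in WT 7 (0.637 after re-weighting; 1.17 CPM against 0.167 to 0.546, gap over range 0.622), 1700018B24Rik in WT 2 (0.606; 0.0747 CPM, gap over range 0.772), Sycp1 in WT 2 (0.857; 0.529 CPM against at most 0.223, gap over range 0.741) and Wfdc2 in WT 2 (0.742; the lowest at 46.1 CPM against 85.4 to 99.9, gap over range 0.73). What sets these 4 genes apart stays open, and at this number of comparisons chance stays open too.

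Mbd2 and Csnk2a2 were low in WT 5, at 23.7 CPM (others 39.6 to 50.9, gap over range 0.5835) and 48.1 CPM (others 124 to 150, gap over range 0.738). With equal class shares the gaps over range were 0.631 and 0.754, so the class mix does not account for them. Both genes belong to a set described among the other observations, for which loss of some transcripts with a GC-rich 5' end in a library batch is a candidate explanation.

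In Dnmt3a KO 14, Gstm6 stood at 1.058 CPM (others 0.283 to 0.297, gap over range 0.981) and 2410018L13Rik at 10.3 CPM (others 1.79 to 1.91, gap over range 0.986). Equal class shares left gaps over range of 0.887 and 0.981, which argues against the class mix. A WT library under the Dnmt3a KO label is excluded by the level of Dnmt3a, 11.6 CPM against 22.7 to 34.8 CPM in WT. 2410018L13Rik lies on chromosome 12 like Dnmt3a, and its level in Dnmt3a KO 14 was below the WT range of 11.5 to 16.8 CPM. A crossover on a chromosome of another strain was tested on 5 genes between Dnmt3a and 2410018L13Rik, chosen from a fit without Dnmt3a KO 14, on a scale on which the WT mean is 0 and the mean of the other Dnmt3a KO libraries is 1. A single crossover is argued against, because AC163633.1 and 5730507C01Rik stood at -0.0593 and 0.192, while AC153140.2, Gm4419 and Gm47997, farther from Dnmt3a, stood at 0.718, 1.21 and 1.21. These genes were chosen after their values were seen, and the difference of 2410018L13Rik stays open. Gstm6 lies on chromosome 3 and its difference stays open, including a strain variant there, which was not tested.

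Changes of opposite direction between classes were seen in every embryo for 5 items; the difference between the classes was itself not tested. In Dnmt1 KO, Hoxa9 changed in all 3 embryos in each of 4 classes, lower in endothelium, gut and presomitic mesoderm and higher in ExE mesoderm and mesenchyme (1.28 on the log2 scale). The latter was -4.40 at resolution 3 and -2.56 with clusters from WT cells alone, so the way cells were grouped into classes may account for the opposite direction. In Dnmt3b KO, the posterior Hox list went in opposite directions in 2 classes, higher in ExE mesoderm and mesenchyme and lower in gut. The former was -0.30 on average at resolution 3 and 0.61 with clusters from WT cells alone, so here too the grouping may account for it. The ExE marker list in Dnmt1 KO changed in 7 classes and was lower in ExE endoderm alone, where the mean change was -0.23 at resolution 3, close to -0.24 in the classes reported. Under each of 4 other groupings it stayed lower there (fry, unadjusted p at most 0.0287), while it stayed higher in endothelium, gut and ExE mesoderm and mesenchyme (unadjusted p at most 0.000183), so the grouping is excluded as the cause. A biological difference between classes stays open for this list as a hypothesis. Utf1 in Dnmt1 KO differed in direction between 2 classes, lower without a call in ExE endoderm and higher in presomitic mesoderm. Its change in ExE endoderm was -0.98 at resolution 3 (adjusted p 0.0943) and -1.03 in the classes reported (adjusted p 0.0731), and presomitic mesoderm could not be tested at resolution 1 or with clusters from WT cells alone. The role of the grouping therefore cannot be told, and the lower value in ExE endoderm is not established. Tsix in Dnmt3a KO differed in direction between 4 classes, lower in ExE endoderm, neural crest and presomitic mesoderm and higher, without a call, in immune cells. With the Y-linked covariate its change over the whole embryo was 0.14, against -1.94 without it, so the sex of the embryos may account for the lower values.

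Counts were assigned to human genes in the 4 libraries counted on the combined reference, 92540 UMIs in all, with 21752 to 24810 in each library. The level of human genes followed that of mouse genes of the same name, with a Spearman rho across genes of at least 0.315 in each library, so mouse reads of conserved genes assigned to the human genome are a candidate source. The test on human cells, as planned, counted barcodes with over 50% of their UMIs on human genes; each library had between 24 and 431 of these, but none held more than 3 UMIs. A test chosen afterwards used barcodes with 500 or more UMIs, of which the highest share on human genes was 1.11%, and human cells in the libraries are excluded at that depth.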

How the results depend on the processing

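Alternatives chosen only after the data were seen are the covariate for the kind of reference, the count of autosomal genes alone, both treatments of the barcodes shared by Dnmt3b KO 1 and 2 and both treatments of the unnamed clusters. Of the values that answer a comparison, 565 kept their direction and their call, or stayed within 1.5 times of a count, under an alternative, 136 counts moved further, 8 reversed and 6 lost a call. Of the named genes and single class shares, 1251 stayed the same, 55 lost and 8 gained a call and 5 reversed. Dnmt1 in Dnmt1 KO stayed called under every alternative that was run, between -2.78 (Y-linked covariate) and -2.65 (without Dnmt1 KO 1). Except where a cause is stated, the cause was not tested.

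Thresholds move counts by construction. At an adjusted p under 0.05 the whole-embryo counts were 96 in Dnmt3a KO and 536 in Dnmt3b KO, and the called pairs 553 and 2123. With no minimum fold change there were 4405 genes and 14326 pairs in Dnmt1 KO. At an unadjusted p under 0.05, 2 class shares differed in Dnmt3a KO and 2 in Dnmt3b KO. With no low-count filter the pairs numbered 623 in Dnmt3a KO and 2431 in Dnmt3b KO.

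Depth limits the calls. Thinning every sum to the smallest of its fit gave 4009 pairs in Dnmt1 KO, 58 in Dnmt3a KO and 393 in Dnmt3b KO, and 180 whole-embryo genes in Dnmt3b KO, with fewer counts as the cause by construction. Sums in small classes hold fewer counts, so genes missed there are not shown to be unchanged. DESeq2 called 115 genes and 543 pairs in Dnmt3a KO, and a fit of WT and Dnmt3b KO alone called 206 genes in Dnmt3b KO. RLE scaling gave slightly different counts and moved one result beyond 1.5 times, the housekeeping list in Dnmt1 KO, to 0 classes.

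The Y-linked covariate gave 87 genes in Dnmt3a KO and moved the Dnmt3a change there from -1.69 to -2.57 (SE 0.36), still called. It gave a Dnmt3b change of 0.18 in Dnmt3b KO and a Tsix change of 0.14 in Dnmt3a KO, both of the opposite sign. With it, in Dnmt1 KO the posterior Hox list was called in 5 classes and the housekeeping list in 0. In Dnmt3a KO the posterior Hox list was called in 0, the ExE marker list in 5 and the imprinted list in 2 classes, and in Dnmt3b KO the posterior Hox list in 1 and the imprinted list in 11. The reference covariate left Dnmt3a in Dnmt3a KO at -1.56 without a call (adjusted p 0.0108, where the alternatives ranged from 1.7e-08 with DESeq2 to 0.069 with the block described below), Dnmt3b in Dnmt3b KO at 0.0185, and the imprinted list in 3 classes in Dnmt3a KO and 12 in Dnmt3b KO. With Dnmt3b KO 1 and 2 merged, Dnmt3b changed by 0.007, and in Dnmt3b KO, with 14 classes left to test, the germline, ExE marker, imprinted, posterior Hox and housekeeping lists were called in 14, 11, 9, 2 and 1 classes. The Dnmt3b change was within its SE of 0 in the reported fit, so its sign carries no weight.

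The classes moved several results. With clusters from WT cells alone, in Dnmt1 KO the posterior Hox list was called in 7 classes, the primed pluripotency list in 8, the housekeeping list in 3 (in the opposite direction) and class shares in 4, where the presomitic mesoderm share changed by -1.19 and the surface ectoderm share by 0.12. There, the imprinted list was called in 3 classes in Dnmt3a KO and 1 class share differed in Dnmt3b KO. With unnamed clusters given to the class that scored best, 13 class shares differed in Dnmt1 KO, and 10 with the class that scored second, where the NMP and caudal epiblast share changed by 0.57 instead of -3.71. At resolution 1, Dnmt1 KO had 4518 pairs over the 5 classes left to test and a presomitic mesoderm share change of -5.81. Without doublet removal, the posterior Hox list was called in 5, 0 and 1 classes in Dnmt1, Dnmt3a and Dnmt3b KO and the housekeeping list in 0 in Dnmt1 KO. With at least 10 cells per class, Dnmt3a KO had 2 classes for the posterior Hox list and 4 for the ExE marker list. With at least 50 cells, only 4 classes could be tested in Dnmt1 KO, which gave 4504 pairs and 1, 3, 4, 4 and 4 called classes for the posterior Hox, primed pluripotency, ExE marker, imprinted and germline lists. Dnmt3a KO had 0 for the posterior Hox list and 1 for the ExE marker list under that minimum.

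Other list tests moved the weaker lists. Camera with an estimated correlation called 48 of the list tests, against 90 with fry. In Dnmt1 KO it called the posterior Hox list in 1 class, primed pluripotency in 1, ExE marker in 2, imprinted in 2 and housekeeping in 0. In Dnmt3a KO it called the posterior Hox, ExE marker and imprinted lists in 0 classes each, and in Dnmt3b KO these lists in 0, 5 and 0. Camera with a preset correlation called, in Dnmt1 KO, primed pluripotency in 3, imprinted in 3 and housekeeping in 0 classes. In Dnmt3a KO it called posterior Hox in 6, primed pluripotency in 6, ExE marker in 8, imprinted in 8 and housekeeping in 1, and in Dnmt3b KO imprinted in 4 and housekeeping in 1. The number of classes with a called germline list stayed within 1.5 times under fry and both forms of camera in each KO group.

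The replicate number was tried as a block, although it does not pair the samples: the deviations from the group means of same-numbered samples were correlated at 0.144, -0.0653 and -0.342 for Dnmt1 KO and WT 1 to 3, at 0.537 and 0.188 for Dnmt3a KO and at -0.459 and 0.0511 for Dnmt3b KO. The block fits use only embryos whose number occurs in both groups, so fewer samples are one cause of their lower counts. They gave 624 genes in Dnmt1 KO, 0 genes and 133 pairs in Dnmt3a KO, and 207 genes and 843 pairs in Dnmt3b KO. Under the block Dnmt3a changed by -1.51 in Dnmt3a KO (adjusted p 0.069) and Dnmt3b by 0.34 in Dnmt3b KO, and 23 list tests were called. In Dnmt1 KO the block called posterior Hox in 1, primed pluripotency in 2 and housekeeping in 0 classes. In Dnmt3a KO it called posterior Hox, ExE marker, imprinted and germline in 0 and housekeeping in 1, and in Dnmt3b KO posterior Hox, ExE marker and imprinted in 0 and germline in 1. With the block in edgeR on cells per class, 1 class share differed in Dnmt3a KO.

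Leaving out single embryos of the groups compared gave ranges. Dnmt3a in Dnmt3a KO lay between -1.73 and -1.61 and Dnmt3b in Dnmt3b KO between -0.12 and 0.0508. In Dnmt3a KO, whole-embryo genes ranged from 22 (without Dnmt3a KO 13) to 66 (without WT 2) and pairs from 103 to 379 for the same embryos. In Dnmt3b KO, whole-embryo genes ranged from 212 (without Dnmt3b KO 12) to 366 (without Dnmt3b KO 2). Classes with a called list ranged from 0 to 1 for housekeeping in Dnmt1 KO. In Dnmt3a KO they ranged from 0 to 3 for posterior Hox, from 0 to 7 for primed pluripotency, from 0 to 4 for ExE marker and from 0 to 10 for imprinted genes. In Dnmt3b KO they ranged from 0 to 1 for primed pluripotency, from 0 to 2 for housekeeping and from 2 to 12 for imprinted genes. Counts of 0 or 1 class pass the limit of 1.5 times with a change of 1 class, so they say little about stability.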

Other observations

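Some tests in this part were chosen only after the result was seen. They are those with the reference covariate, on autosomal pairs alone, on the merged pair of Dnmt3b KO libraries and on their shared barcodes. They also include those on the low Dnmt3a level in the libraries labelled Dnmt3b KO 11 and 12 and on genes near Dnmt3b. The tests on genes low in WT 5 and on GC content were chosen likewise. For Xist, these are the test on cells with 10 or more UMIs and the test on X-linked counts. The others were written before.

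Chance as the only source of these counts can be excluded at the number of splits drawn. For whole-embryo genes, only 1 of 60 splits of the same embryos into groups of these sizes, the real one, gave as many calls, in Dnmt1 KO, Dnmt3a KO, Dnmt3b KO and Dnmt3b KO with replicates 1 and 2 merged; the highest other split gave 0, 0, 11 and 64. For called pairs and for list tests it was 1 of 24 splits in each of these comparisons, with at most 611, 6, 120 and 106 pairs, and 3, 3, 17 and 31 list tests, in another split. The real split gave 32, 15, 37 and 38 list tests when adjusted within each comparison, so for the lists the margin was narrow with Dnmt3b KO 1 and 2 merged. Sex as the whole cause is excluded, since 64.9%, 52.6% and 78.4% of the autosomal pairs in Dnmt1, Dnmt3a and Dnmt3b KO were still called with the Y-linked covariate, but sex may contribute to the rest, because only WT 2 and Dnmt3b KO 12 break the link between sex and genotype. With the reference covariate, 93.0%, 67.1% and 93.8% of pairs were still called, which excludes the combined reference as the whole cause. Depth is excluded as the whole cause in Dnmt1 KO, where 65.0% of the whole-embryo genes were still called after thinning. Clusters formed by Dnmt1 KO cells alone are excluded as the whole cause, as classes built from WT cells gave 98.2% as many pairs per class and 4325 of the 7120 pairs were called there too. Each Dnmt1 KO cell was still placed with its nearest WT cells there, so unlike cells under the same class name are not excluded. Presomitic mesoderm, for example, joined a cluster with 0.1% Dnmt1 KO cells and a cluster with 96.3%. Class mix and stage were not tested as causes of the whole-embryo calls.

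Xist stood at 14.6, 6.69 and 8.71 CPM in Dnmt1 KO 1, 2 and 3, above the 0.22 to 0.59 CPM of the other male embryos and far below the 501 to 622 CPM of females. Female cells in the libraries are excluded, because cells with 3 or more Xist UMIs had 107% of the Y-linked level of other cells. The planned test of free RNA compared the number of cells with 3 or more Xist UMIs with a Poisson spread. It gave 0.862 times over the libraries together and 0.462, 2.55 and 1.64 times in Dnmt1 KO 1, 2 and 3, under the 10 times set beforehand, so it did not exclude free RNA. Among cells with 10 or more Xist UMIs, 97 were seen where a Poisson spread gives 0.507, which excludes an even spread as the only source. Silencing of the X chromosome in these cells is not seen, the share of X-linked counts differing by -0.0497 percentage points between cells with and without Xist. Transcription of Xist in a minority of male cells that lack Dnmt1 stays open as a hypothesis.

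Maternal cells were tested as a source of the higher shares in Dnmt1 KO. Immune cells had 110% of the Y-linked level of the other classes, which excludes maternal blood as their source. ExE ectoderm cells had 81.0%, which excludes maternal cells as the whole source, though a part is not excluded. In the other male embryos together, ExE ectoderm had 101% of the level of the other classes. Of these 133 cells, 117 came from WT 2. In Dnmt3b KO 11, with 11 such cells, ExE ectoderm stood at 70.2 CPM against 90.9 CPM in the other classes.

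Dnmt3b KO 1 and Dnmt3b KO 2 shared 12249 barcodes, and chance overlap is excluded, since no other pair shared more than 133. Of 7438 barcodes kept in both, 96.2% fell in the same class, against 9.26% by chance, and for 1000 of them the median correlation of profiles was 0.359 for the same barcode and -0.0114 for different ones. The same cells counted in both files are a candidate explanation. A copy of one file is excluded, because only 2 of these barcodes lay within 25% of each other in UMIs: 3900 had more UMIs in the first library, by a median of 1.89-fold, and 3538 more in the second, by 2.15-fold. For the barcodes with more UMIs in the first library, Rps29 stood at 6710 CPM there and at 1498 CPM in the second, and Hist1h2ap at 361 and 20.1 CPM (genes chosen after their values were seen), so the libraries also differ in content, for which no cause was tested. How the barcodes came to be in both files was not tested either. Counted once, these barcodes leave 5558 and 4914 cells in the libraries.

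Dnmt3a was low in the libraries labelled Dnmt3b KO 11 and 12 (15.01 and 7.58 CPM) against 22.7 to 34.8 CPM in WT. A swap with Dnmt3a KO libraries is excluded, since Gm14226, almost absent from every Dnmt3b KO library, stood at 0.0799 CPM in Dnmt3b KO 12 and at 7.39 CPM in Dnmt3a KO on average. A mixture with WT or Dnmt3a KO cells is excluded by its level of 0.074 CPM in Dnmt3b KO 11. Loss of Dnmt3b as a cause of low Dnmt3a is excluded by Dnmt3b KO 1, with 32.0 CPM. The combined reference is excluded for Dnmt3b KO 12, which was counted on mouse alone. For Dnmt3b KO 11, WT 1 on the same reference stood higher, at 22.7 CPM. WT 1 is a single library and the lowest in WT, so a part played by the reference is not excluded there. For Dnmt3b KO 11 the Cell Ranger version is excluded, since 7 WT libraries were counted with the same version. For Dnmt3b KO 12 it cannot be told apart from the library, because 0 other libraries were counted with that version. Over 5 genes of low abundance that lie 15.6 to 18.7 Mb from Dnmt3a and were chosen for their change in Dnmt3a KO, the median position between the WT mean (0) and the Dnmt3a KO mean (1) was 1.065 in Dnmt3b KO 12 and 0.591 in Dnmt3b KO 11, against 0.059 and 0.157 in Dnmt3b KO 1 and 2. A Dnmt3a-mutant chromosome carried by these embryos is therefore a candidate explanation. A mixture of Dnmt3b KO 11 with cells of another Dnmt3b KO embryo cannot be told apart from it: cells with both Dnmt3a and 2410018L13Rik were 1.01 times as frequent as independence gives, but a made-up mix gave no excess either (0.877). If the labels are incomplete, the Dnmt3b KO comparison may in part reflect Dnmt3a.

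Of the 8 genes called lower over the whole embryo in Dnmt3b KO, 3 lay among the 160 tested autosomal genes within 5 Mb of Dnmt3b, where 5 of 17793 elsewhere were lower (Fisher's exact p 3.8e-05). Flanking DNA carried along with the targeted allele is a candidate explanation for Gm14226, Ahcy and D630003M21Rik, the last of them chosen after its value was seen.

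WT 5 shared low levels of some genes with Dnmt1 KO. Of 31 genes called lower in over 50% of the classes without WT 5, 11 lay nearer to the Dnmt1 KO mean in WT 5, against 0 for each other WT library treated the same way, so chance variation of a single WT library is excluded as their source. A Dnmt1 KO library under a WT label is excluded by a Dnmt1 level of 115 CPM in WT 5. Of these 11 genes, 9 are in the top 10% of GC content over their first 500 bases, where 1.1 would be by chance (binomial p 4.6e-08). A lower yield of all such transcripts is excluded, since the 727 genes in that top 10% were not lower in WT 5 than other genes (median difference of 0.0504 on the log2 scale), although 7 of them, against 3 of the other genes, lay over 1 below the other WT libraries. Loss of some transcripts with a GC-rich 5' end in a library batch is a candidate explanation, and Samd1, Mbd2 and Csnk2a2 are among the 11 genes. A batch shared with WT 5 as the source of the lower calls in general is excluded, because WT 5 lay nearer to the Dnmt1 KO mean for only 6.06% of the autosomal genes called lower without it at 10 CPM or more. A loss of transcripts with a GC-rich 5' end as the whole cause of the lower calls in Dnmt1 KO is excluded, since 147 of the genes called lower in the fit of all embryos, at 10 CPM or more, lay outside the top 10% of GC content and 34 inside. Such a loss as a part of the cause cannot be told apart from the genotype: 4.68% of the top 10% were called lower, against 2.27% of the other genes (Fisher's exact p 0.000379).

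The cells kept here numbered 33581 in WT, 33370 in Dnmt3b KO and 6983 in Dnmt1 KO. These are lower than the values quoted from the study above, which cover more embryos.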
